A study of Mus musculus with 38 samples. Its data were reported in "Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action" (2015).

How the data were processed

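Total RNA from the lung and forestomach of male MutaMouse was measured on 38 dual-colour Agilent SurePrint G3 mouse arrays, 19 per tissue. The mice had received dibenz(a,h)anthracene (DBahA) or vehicle by mouth for 28 days, and the tissues were taken 72 h after the last dose. Every array held the RNA of 1 tissue labelled with Cy5 and a universal mouse reference RNA, a pool from cell lines, labelled with Cy3, and no dyes were swapped. Per the labels, mice were assigned to dose groups D0, D1, D2 and D3, where D0 received no DBahA, D1 received 6.25, D2 received 12.5 and D3 received 25 mg per kg of body weight and day, and each label also gave a mouse number. Lung was measured in 5, 5, 4 and 5 mice of these groups. Forestomach was measured in 5, 5 and 4 mice of D0, D1 and D2. At D3 it was measured on 5 arrays with 4 mouse numbers, as 2 arrays carried the number 18. The labels do not say whether these came from 1 animal, so they were averaged to 1 replicate before fitting, and forestomach of mouse 20 was not analysed here.

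The deposited scanner files hold the intensity of 62976 spots on each array, made by the authors with Agilent Feature Extraction 10.7.3.1 from a single scan of each array. The median pixel intensity of each spot and of its local background is on a linear scale, with no background subtracted and no normalization. The same files also hold a log10 ratio of Cy5 over Cy3 that, per the file headers, Feature Extraction computed after its own background subtraction and dye normalization. The authors also deposited a table of log2 ratios per probe and array. Its scale is not stated in the table. Set against the loess-normalized log2 ratios computed here, each of its columns had a slope between 0.990 and 0.998. The correlations lay between 0.995 and 0.999. Its values were therefore taken as log2 of Cy5 over Cy3 and used as an alternative. The study's methods describe loess-type normalization without background correction, which these values alone do not establish.

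Following the study's methods, median spot intensities without background correction were normalized by loess within each array, and log2(Cy5/Cy3) was the value analysed. Control spots were left out, which left 59305 spots per array, and spots of 1 probe were averaged to 55681 probes. Spots marked as outliers by Feature Extraction were left out, which emptied 372 values of a probe on an array. No spot was saturated. A median of 46.6% of probes per array were well above background in Cy5, with a range from 30.1% to 63.7%. The number of arrays limits the precision of every group mean.

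Gene symbols were taken from a RefSeq gene table of mouse assembly GRCm38.p6 by transcript accession without version. They were found for 26413 probes of 20018 genes, among them 25731 of the 26273 probes with a curated mRNA accession. The remaining 29268 probes were tested without a symbol. The array files use genome build mm9, so no coordinates are given.

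Each tissue was fitted with limma 3.58.1 in R 4.3.3 (files read with the package data.table, version 1.17.8), with 1 mean per dose group over all dose groups of the tissue. A probe was called when its Benjamini-Hochberg adjusted p within the contrast was at most 0.05 and its fold change at least 1.5 in either direction. The contrasts were each dose against D0, and D3 against D1. MAANOVA, the package of the study's methods, was not used. An Fs-type statistic with shrunken variances and p values from 100 residual shuffles, written here after that method, was run as an alternative. The difference between the tissues was tested by the contrast of the D3 response in lung minus that in forestomach, in 1 fit over all arrays. The designs, the lists below and the rule for the genes named were fixed before the data were examined, as were the alternatives except those named at the end. The tests of the lists in the contrast between the tissues were not among these designs.

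Of 10 lists of genes written from general knowledge of the pathways, 5 were tested: 9 genes induced through the aryl hydrocarbon receptor (AhR list), 20 targets of p53 (p53 list), 10 genes of the circadian clock that peak together with Dbp (clock evening list), 5 clock genes of the opposite phase (clock antiphase list) and 11 genes of B lymphocytes. These topics are among the pathways the study named for the compounds it compared, not all of them for DBahA, so their choice is not independent of the study. One probe per gene was used, the brightest in the tissue. Lists were tested at D3 against D0 with limma's camera at a preset correlation of 0.01, two-sided and adjusted over the 10 tests in both tissues, with fry and camera with an estimated correlation as alternatives. The other 5 lists held markers of glandular stomach (9 genes), heart muscle (6), pancreas (6), fat (5) and squamous epithelium (6), and served to follow the tissue content of the samples. Their p values are not adjusted. A score is the mean log2 ratio of a list in 1 mouse relative to the D0 mean, and the clock score is the evening score minus the antiphase score.

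The genes named in the text were 14 genes of the AhR, p53 and clock pathways whatever their values, the 5 highest and 5 lowest called genes at D3 in each tissue that lay on 1 side of the D0 mean in every D3 mouse, and up to 3 genes with the largest difference in each direction between the tissues. For the 14 genes the brightest probe in the tissue was used, and for the rest the called probe with the largest change. The log2 fold change of a probe that was not well above background on any array of 1 group is limited by the background. Dye bias cannot be removed, because no dyes were swapped.

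The scripts were tested on simulated data, in which 200 of 55681 probes were changed by known amounts. For lung at D3 limma called 95% of the changed probes, and 0.524% of its calls were unchanged probes. For forestomach at D3 it called 93.5%, with 2.60% unchanged among the calls, and for the contrast between the tissues 90%, with 3.23%. The Fs statistic recovered 96.5% in lung and 93.5% in forestomach. The simulated noise was independent between probes, so variation shared by many probes of a real array was absent. These shares therefore do not measure sensitivity in the real data.

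Comparisons that share the D0 arrays are correlated without any effect, so 100 draws with shuffled residuals in place of each dose group gave the values to expect. Lung and forestomach arrays with the same mouse number were taken as arrays of 1 animal, as the labels number them. Marker probes left this in doubt for the second forestomach array labelled mouse 18 and open for the forestomach array of D0 mouse 1. Over 14554 probes well above background on all arrays, the deviations of the 18 such pairs from their group means had a median correlation of 0.231 (0.0807 to 0.367), and 17 pairs were over 0.1, against a median of -0.0746 for different mice of 1 dose group. Arrays with the same mouse number also shared a slide, except that the second forestomach array labelled mouse 18 lay on slide 5 and the other arrays of mouse 18 on slide 3. Fits with mouse as a replicate block were alternatives for the contrast between the tissues, for probes and for lists. For a random block, the list tests used values and a design transformed with the consensus correlation of the arrays of 1 mouse.

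Arrays lay on 5 slides of 8 positions, read in 3 scans. A slide held 1 mouse of most dose groups. Slide 1 held no D0 array and slide 5 no D2 array. The column of an array on the slide followed the dose group except for D0 mouse 1. Slide as a block was an alternative for every count and list, and scan as a block was a further one within each tissue.

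The alternatives were normexp background correction with an offset of 50, median centring in place of loess, Aquantile between arrays, the Cy5 channel alone after quantile normalization, the Feature Extraction log ratio, the authors' table, keeping the spots left out, a filter to probes well above background, an intensity trend in the variance prior, fitting only the groups compared, no fold threshold, other uses of the mouse 18 arrays, the mean of all probes of a gene, and leaving out each mouse in turn. Equal scaling between arrays, scan as a block, the glandular stomach score as a covariate and averaging the second mouse 18 array with mouse 19 were chosen after the data were seen, as were all alternatives for the lists in the contrast between the tissues, which were adjusted over the 5 lists. Figures were drawn with matplotlib 3.10.9.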

Results

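Gene expression was measured in the lung and forestomach of adult male MutaMouse, a transgenic mouse strain used in mutation assays. Mice received DBahA, a polycyclic aromatic hydrocarbon, at 6.25 (D1), 12.5 (D2) or 25 (D3) mg/kg-bw/day, or vehicle alone (D0). Lung profiles were available from 5 mice at D0, 5 at D1, 4 at D2 and 5 at D3. Forestomach profiles were available from 5, 5, 4 and 4 mice. The value of each of 55681 probes was log2 of Cy5, the tissue RNA, over Cy3, the common reference RNA. A median of 48.8% of probes in lung and 40.0% in forestomach were well above background in Cy5.

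Log2 ratios of arrays in the same dose group correlated between 0.948 and 0.981 across probes in lung, and between 0.728 and 0.984 in forestomach. In lung, the first principal component held 25.5% of the variance, and the dose groups explained 0.478 of it (R2). In forestomach, the first component held 49.7% of the variance, and the dose groups explained 0.0364 of it. Slides explained 0.513 of the first component in lung and 0.774 of the second in forestomach.

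Forestomach arrays differed in the signal of the 9 markers of glandular stomach, the part of the stomach next to the forestomach. On 6 arrays, of mice 2, 5, 8, 9 and 15 and the first of mouse 18, the mean log2 ratio of these markers relative to the D0 mean lay between -3.66 and -3.09. On the other 13 it lay between 0.80 and 2.87. The list had a median log2 fold change of 1.17 at D3 in forestomach, with 9 of 9 genes higher. The 2 arrays of mouse 18, averaged here, had scores of -3.09 and 2.48, so the size of this change depends on how they are used. The camera test of this list was not adjusted and gave a p of 0.0595.

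**Figure D1:**
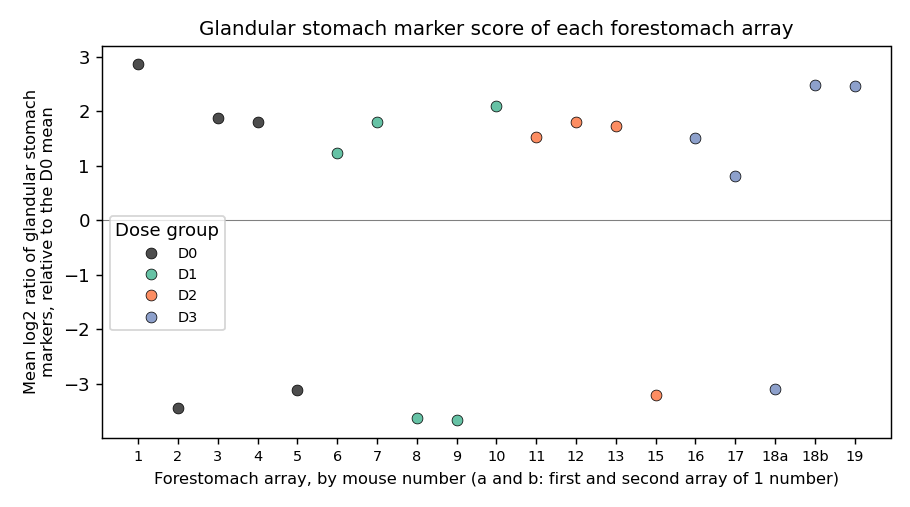
Mean log2 ratio of the 9 glandular stomach markers on each forestomach array relative to the D0 mean, by mouse number and coloured by dose group, with 1 point per array. The scores fall at -3.09 or less on 6 arrays and at 0.80 or more on 13, and every dose group has arrays at both levels.

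To determine at which doses DBahA altered expression in the lung, each dose group was compared with D0. limma called 78 probes at D1 (77 higher and 1 lower), 147 at D2 (141 higher and 6 lower) and 356 at D3 (309 higher and 47 lower). Probes with a gene symbol among these represented 58, 108 and 247 genes. The Fs statistic called 74, 168 and 394 probes. With slide as a block, the counts were 130, 242 and 506, and with scan as a block 110, 215 and 462. The alternative that lowered these counts most was median centring in place of loess, which left 16 probes at D3. Leaving out 1 mouse at a time gave 60 to 82 probes at D1, 93 to 203 at D2 and 265 to 386 at D3. The count at D2 was 93 without D2 mouse 12.

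**Figure D2:**
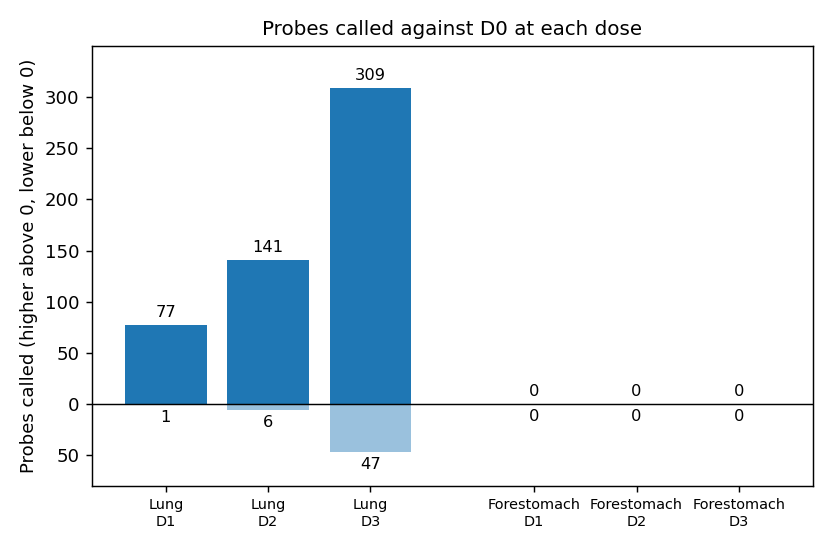
Number of probes called by limma against D0 in each dose group of lung and forestomach, with probes higher than D0 above 0 and probes lower than D0 below 0 on the vertical axis. Lung counts rise from 78 at D1 to 356 at D3, and forestomach has 0 at every dose.

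At any dose 368 lung probes were called, and 70 were called at all 3 doses. Of the 78 probes called at D1, 70 were also called at D2 and 74 at D3, and 213 probes were called at D3 alone. In 100 draws with no effect in any dose group the median count was 0 at each dose and for each overlap. The highest counts were 361 at D1, 771 at D2, 241 at D3, 145 at both D1 and D3, 1 at both D2 and D3 and 0 at all 3 doses. As many probes as observed were called in 1 draw at D1, 3 draws at D2 and 1 draw at both D1 and D3, and in 0 draws at D3, at both D2 and D3 and at all 3 doses. Of the 356 probes called at D3, 355 (99.7%) had the same sign at D1 and 356 at D2. Sharing the D0 arrays accounts for much of this agreement in sign, since in the draws with no effect a median of 94.9% and 93.8% of the probes with the smallest p at D3 had the same sign at D1 and at D2. Among the 309 probes higher at D3 the median log2 fold change was 0.54 at D1, 0.68 at D2 and 0.80 at D3, and among the 47 lower probes it was -0.34, -0.58 and -0.71. These probes were selected at D3, which by itself favours a larger change at that dose, so the medians are no test of a rise with dose. Across all probes the log2 fold changes at D3 correlated with those at D1 (r = 0.738) and D2 (r = 0.811). These are correlations across probes, which are not independent replicates, and the draws with no effect gave medians of 0.471 (range -0.18 to 0.83) and 0.478 (range -0.01 to 0.84).

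The highest dose was also compared directly with the lowest. In lung limma called 0 probes between D3 and D1, with 2448 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0884, and the Fs statistic also called 0. The count was 10 with slide as a block and 6 with scan as a block. It was 1 without D3 mouse 18.

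The largest increase in lung at D3 was in Gdf15 (NM_011819), from -2.00 ± 0.28 at D0 to 1.64 ± 0.23 at D3 (mean log2 ratio ± SD, n = 5 and 5), a log2 fold change of 3.64 (limma, SE 0.21, adjusted p = 1.87e-09). Gdf15 was already higher at D1 (2.74) and D2 (3.35). Cdkn1a (NM_007669) rose by 2.19 at D1, 2.73 at D2 and 2.93 at D3 (SE 0.17, adjusted p = 1.87e-09), and its second probe by 2.79 at D3. The other genes with the highest log2 fold changes at D3 were Mmrn2 (2.53), Dbp (2.48) and Ces2c (2.39). The other 2 probes of Ces2c were not called. Each of these 5 genes was higher than the D0 mean in 5 of 5 mice, as the rule for naming them required. Among called genes that met the same rule, the lowest log2 fold changes were in Syt15 (-1.73), Spon2 (-1.56), Esm1 (-1.51), Arntl (-1.49) and Gpihbp1 (-1.36), with limma's adjusted p from 0.00126 (Esm1) to 0.00673 (Spon2). By that rule each was lower in 5 of 5 mice. The second probe of Syt15 was not called (-0.20). Under median centring Gdf15, Cdkn1a, Mmrn2 and Ces2c were called at D3, and Dbp and these 5 lower genes were not, all with the same sign. Gdf15 and Cdkn1a were not called at D1 under that setting (adjusted p = 0.0662 and 0.0682). With the Feature Extraction log ratio, Syt15 and Gpihbp1 were not called.

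Expression of the p53 targets in lung was examined next. The p53 list had a median log2 fold change of 0.87 at D3 (camera, adjusted p = 2.73e-34), with 19 of 20 genes higher. Of these, 15 were called over all probes, and the same number when adjusted over the list alone. The p53 score was 0.82 ± 0.15 at D1 (mean ± SD, n = 5), 1.07 ± 0.16 at D2 (n = 4) and 1.12 ± 0.16 at D3 (n = 5), and no treated mouse was under 0.61, against a highest value of 0.04 at D0. Besides Cdkn1a, the log2 fold changes at D3 were 1.95 for Ccng1, 1.43 for Bax and 0.83 for Mdm2 (limma, adjusted p = 1.02e-05, 1.74e-07 and 3.77e-04), each higher in 5 of 5 mice. Under median centring Ccng1 was called, and Bax and Mdm2 were not.

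**Figure D3:**
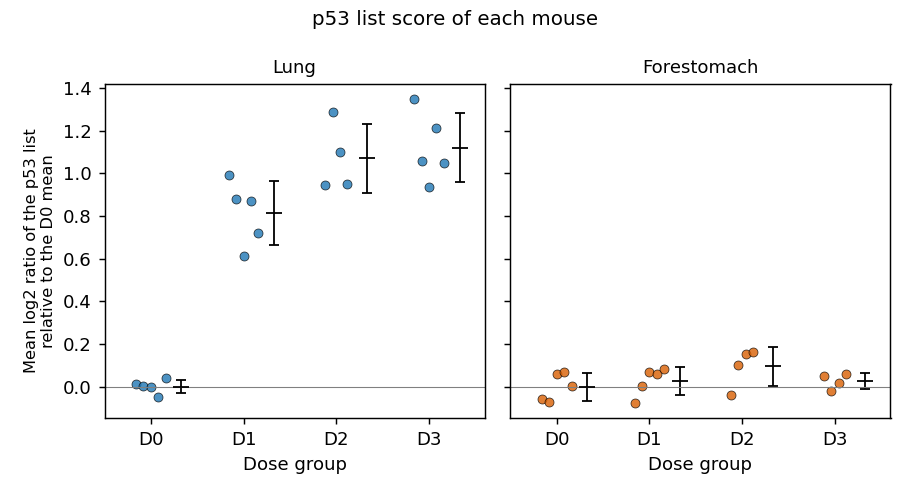
Mean log2 ratio of the 20 p53 targets in each mouse relative to the D0 mean, by dose group in lung and forestomach, with points for mice and bars for the group mean and SD. In lung every treated mouse lies between 0.61 and 1.35, above all D0 mice, and in forestomach the group means lie between 0 and 0.09.

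The clock evening list was also higher in lung at D3, with a median log2 fold change of 0.58 (camera, adjusted p = 2.65e-09) and 10 of 10 genes higher. Of these 4 were called over all probes and 5 adjusted over the list alone. The clock antiphase list was lower, with a median of -0.26 (adjusted p = 4.35e-04). Arntl was at -0.71 at D1, -1.35 at D2 and -1.49 at D3. Its call at D2 (limma, adjusted p = 0.0257) was lost in 7 of the 9 fits that left out 1 mouse and in 3 of the 13 other alternatives, over which the adjusted p ran from 0.0104 to 0.151 and from 0.0186 to 0.659. The brightest Dbp probe rose by 1.67, 2.30 and 2.32. Its call at D1 (limma, adjusted p = 0.0361) was lost in 7 of the 10 fits that left out 1 mouse, where the adjusted p ran from 0.0138 to 0.146, and in 4 of the 13 other alternatives, where it ran from 0.0190 to 0.818. Nr1d2 rose by 1.17 at D3 (adjusted p = 0.00463), and Nr1d1 by 0.51, which was not called (adjusted p = 0.497). Under median centring Dbp, Nr1d2 and Arntl were not called at D3, with the sign unchanged.

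No shift of the AhR list in 1 direction passed the threshold in lung, with a median of -0.09 (camera, adjusted p = 0.841) and 3 of 9 genes higher. Opposite changes of its members can cancel in this test. For DBahA the study reported CYP1A1 enzyme activity that rose with dose in pooled lung tissue, which RNA values cannot test. Cyp1b1 was called at D3 (log2 fold change 0.66, limma, adjusted p = 0.0235, 5 of 5 mice), but it was not called in 5 of the 10 fits without 1 mouse or in 3 of the 13 other alternatives, over which the adjusted p ran from 0.00776 to 0.0900 and from 0.0158 to 0.732. It was also called at D2 (0.73, limma, adjusted p = 0.0365, 4 of 4 mice), where the call was lost in 6 of the 9 fits without 1 mouse and in 6 of the 13 other alternatives, with an adjusted p from 0.01003 to 0.154 and from 0.0254 to 0.659. At D1 it was at 0.37 and was not called (adjusted p = 0.669). Ahrr was not well above background on any D0 array, so the size of its change is uncertain. Its log2 fold change of 0.55 at D3 (limma, adjusted p = 0.00206) was under the fold threshold. It was called with slide as a block (0.60, adjusted p = 4.54e-04), with the Feature Extraction log ratio (2.11, adjusted p = 0.00144), and without D0 mouse 3 or D0 mouse 1 (0.59 in both fits, adjusted p = 0.00244 and 0.00272). Over the 13 alternatives other than leaving out mice its adjusted p ran from 4.54e-04 to 0.732, and over the 10 fits without 1 mouse from 0.00244 to 0.00884. Cyp1a1 was lower than the D0 mean in every mouse of D1 and D2, by a log2 fold change of -1.91 and -1.63, and in 4 of 5 mice of D3 (-0.73). None of these passed the threshold in the fit over all dose groups without a block (limma, adjusted p = 0.172, 0.270 and 0.626). The decrease at D1 was called with slide as a block (-2.16, adjusted p = 0.0135), with scan as a block (adjusted p = 0.0332), and when only D0 and D1 were fitted (adjusted p = 0.0149). The decrease at D2 was called with slide as a block (-1.93, adjusted p = 0.0467). Over the 13 alternatives other than leaving out mice the adjusted p ran from 0.0135 to 0.818 at D1 and from 0.0467 to 0.659 at D2. Cyp1a2 was below background in both groups. Tiparp (0.00) and Nqo1 (-0.07) did not differ from D0 by more than the spread between mice, and their signs changed with the processing. For the B lymphocyte list the median was 0.03 and the mean -0.09, and the test pointed down (adjusted p = 0.435). The calls for the p53, clock evening and clock antiphase lists held under fry (adjusted p = 2.38e-08, 6.30e-04 and 0.00771). With an estimated correlation the p53 and clock evening lists held (adjusted p = 9.86e-04 and 0.0260) and the clock antiphase list did not (adjusted p = 0.0809).

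In the forestomach the same comparisons were made to see whether the tissue of first contact responded. limma called 0 probes at D1, D2 and D3, with 2404, 1728 and 1984 probes at an unadjusted p under 0.05, and the Fs statistic also called 0 at each dose. The smallest adjusted p at D3 was 0.0995. Between D3 and D1 both called 0, with 2980 probes at an unadjusted p under 0.05. The alternative that moved the count at D3 most was a fit of D0 and D3 alone, which called 3 probes. These were both probes of Dbp and 1 probe without a symbol (XR_033677), named after their values were seen. Slide and scan as blocks left every forestomach count at 0. One array of mouse 18 was closer to the lung of mouse 19 than to that of mouse 18 over probes that tell mice apart, and averaging it with mouse 19 also left the counts at 0.

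No shift of the p53 list passed the threshold in forestomach at D3, with a median log2 fold change of 0.05 (camera, adjusted p = 0.435) and 12 of 20 genes higher. Cdkn1a was at -0.08, Bax at 0.03, Mdm2 at 0.12 and Ccng1 at 0.34, none of them called (limma, adjusted p = 1.00 for each). The direction of Cdkn1a and Bax changed with the processing. Under median centring the p53 list was higher (0.67, adjusted p = 0.0232, with a range of 0.0232 to 0.774 over its alternatives), where probes well above background on all arrays had a median log2 fold change of 0.71. The AhR list had a median of 0.10 (adjusted p = 0.435). Cyp1a1 was at 0.47 with D0 and D3 SDs of 1.59 and 0.67. Cyp1b1 (0.19), Ahrr (0.21), Tiparp (-0.10) and Nqo1 (-0.12) were not called, and Cyp1a2 was below background in both groups.

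The clock evening list was higher in forestomach at D3, with a median of 0.50 (camera, adjusted p = 6.33e-13) and 9 of 10 genes higher, 0 of them called over all probes and 4 adjusted over the list alone. This call held under fry (adjusted p = 0.00164) and with an estimated correlation (adjusted p = 0.0049). Dbp rose from -2.24 ± 0.22 at D0 (n = 5) to 0.08 ± 0.29 at D3 (n = 4), a log2 fold change of 2.32 that was seen in 4 of 4 mice and was not called over all dose groups (limma, adjusted p = 0.891), where the SE was 0.44. It was called when only D0 and D3 were fitted (adjusted p = 0.00218) and under none of the 18 other alternatives, over which the adjusted p reached 1.00. Nr1d2 (0.93) and Nr1d1 (0.76) were higher in 4 of 4 mice and Arntl (-0.50) lower in 3 of 4, without calls. The clock antiphase list had a median of 0.04 and a mean of -0.17, and its test pointed down without passing the threshold (adjusted p = 0.306). No shift of the B lymphocyte list passed the threshold (-0.03, adjusted p = 0.435).

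**Figure D4:**
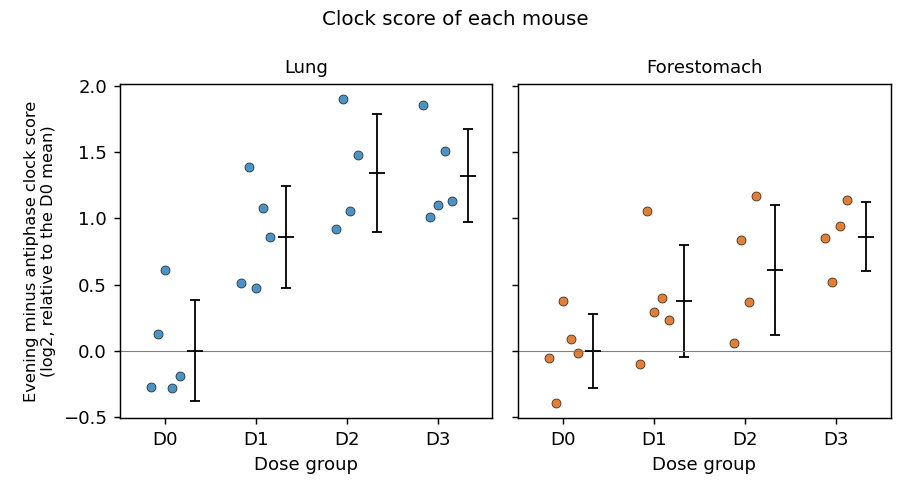
Clock score of each mouse (mean log2 ratio of the evening list minus that of the antiphase list, relative to the D0 mean), by dose group in lung and forestomach, with points for mice and bars for the group mean and SD. At D3 the mean is 1.32 in lung and 0.86 in forestomach.

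Whether the response to D3 differed between the tissues was tested directly. limma called 96 probes for the difference of the lung response minus the forestomach response, 93 higher in lung and 3 lower, of 63 genes. Of the 356 probes called in lung at D3, 87 were also called for this difference. Mouse as a fixed replicate block gave 120 probes and as a random block 139. With slide as a block the count was 181, and median centring left 2. It was 60 without the forestomach of D3 mouse 16. The largest positive differences were in Gdf15 (4.07, adjusted p = 8.73e-07), Cdkn1a (3.01, adjusted p = 2.11e-10) and Phlda3 (2.16, adjusted p = 0.00488). Only Syt15 (-1.80, adjusted p = 0.0395) and Wdr45 (-0.88, adjusted p = 0.00439) were called as negative among probes with a symbol. The call for Syt15 was lost in 13 of the 19 fits that left out 1 mouse of a tissue and in 3 of the 19 other alternatives. Mdm2 (0.71, adjusted p = 0.0546) and Ccng1 (1.61, adjusted p = 0.0534) were not called, and each was called in 8 of the 19 other alternatives, among them both blocks for mouse, over which the adjusted p ran from 0.0208 to 1.00 for Mdm2 and from 0.00292 to 1.00 for Ccng1. Under median centring Gdf15 was called, and Cdkn1a (2.46), Phlda3 (1.66), Mmrn2, Bax, Syt15 and Wdr45 were not, with the sign unchanged. The tests of the lists for this difference were not among the designs fixed beforehand. The p53 list differed by a median of 0.82 (limma's camera, adjusted p = 2.44e-35 over the 5 lists), which held under fry (adjusted p = 1.64e-10). The clock antiphase list differed by -0.41 without passing the threshold when the tissues were treated as unpaired (adjusted p = 0.0562), and it passed with mouse as a fixed replicate block (-0.39, adjusted p = 0.0163) and as a random one (-0.41, adjusted p = 0.0487), but not with slide as a block (adjusted p = 0.0748). It passed in 7 of its 21 alternatives (adjusted p from 0.0162 to 0.353) and in 7 of the 19 fits without 1 mouse of a tissue (from 0.0167 to 0.157). No difference passed the threshold for the clock evening list (0.18, adjusted p = 0.204), the AhR list (-0.12, adjusted p = 0.416) and the B lymphocyte list (0.09 with a mean of -0.01, adjusted p = 0.978), without a block or with mouse or slide as one, where the lowest adjusted p was 0.107, for the clock evening list. The difference in Dbp was -0.01 and 0.06 at its probes.

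The 309 probes higher in lung at D3 had a median log2 fold change of 0.0073 in forestomach, where 156 of them were higher. The 47 probes lower in lung had a median of -0.10 in forestomach, where 32 of them were lower. Of the 356 probes called in lung, 31 had an unadjusted p under 0.05 in forestomach, 15 of them with the same sign.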

Values the study reported

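For DBahA in lung, the study counted 192 differentially expressed genes at the low dose (165 up and 27 down), 300 at the medium dose (254 up and 46 down) and 566 at the high dose (415 up and 151 down). In forestomach it counted 0 at the low dose, 3 at the medium dose (1 up and 2 down) and 5 at the high dose (3 up and 2 down).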

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

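Tests chosen only after the result was seen were those of a faulty spot and of glandular stomach for Cyp1a1, of another mouse for the forestomach array of D0 mouse 1, of glandular stomach and of the spread between mice for the difference between the tissues, and of other splits of the mice.

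In 10 of 184 groups of 4 or 5 mice, 1 mouse lay far from the rest for a gene or a list score, where about 9.2 groups would by chance. Each is given with the gap to the nearest mouse as a share of the whole range of the group.

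Cyp1a1 was far above the other mice on 2 forestomach arrays. D0 mouse 5 was at a log2 ratio of 3.61 against -0.23 to 0.74 in the other D0 mice (gap 0.747), and D2 mouse 11 at 5.05 against 0.08 to 0.66 (gap 0.8825). The AhR score of these mice lay apart too, at 0.43 against -0.18 to -0.04 (gap 0.7629) and at 0.72 against -0.11 to -0.05 (gap 0.9351), but this score includes Cyp1a1. A share of glandular stomach in the tissue is argued against, as the highest Cyp1a1 value on the 6 other arrays with the nearest glandular scores was 1.95. A faulty Cyp1a1 spot is argued against as well. Without Cyp1a1 the AhR list of mouse 11 was at 0.86 against at most 0.61 in the other D2 mice, a gap of 0.2475 where their SD was 0.047. In mouse 5 the list without Cyp1a1 was at 0.71 against at most 0.67, a gap of 0.047 that is under the SD of 0.090, so the evidence there rests on a single gene. Cyp1b1, the other gene of the list with the largest gap in mouse 11 (0.25 against at most -0.24), was at 0.60 in mouse 5 against at most -0.44 in the other D0 mice, a gap of 1.04 where their SD was 0.31. On the forestomach arrays of the other mice Cyp1b1 was at most 0.01. Dose does not separate these mice from their groups, and a difference in exposure or sampling of these animals was not tested.

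The other values lying apart were in single genes. In lung, Arntl of D0 mouse 3 was at -0.21 against 0.51 to 0.80 (gap 0.715). In forestomach, D0 mouse 1 lay apart for Ccng1 at -0.01 against -1.29 to -1.09 (gap 0.8431), for Nr1d1 at -0.67 against -0.17 to -0.00 (gap 0.7456) and for Cyp1a2 at 0.22 against -0.06 to 0.00 (gap 0.78), where Cyp1a2 was below background. D1 mouse 6 lay apart for Bax at -0.20 against -0.73 to -0.62 (gap 0.7844), and D1 mouse 7 for Dbp at 0.46 against -1.65 to -1.41 (gap 0.8869). For the clock genes among these, differences in the time of day at tissue collection could contribute, as the clock scores of both tissues with the same mouse number went together within dose groups (r = 0.66). For D0 mouse 1, which lay apart for 3 genes, RNA of another mouse on the forestomach array cannot be told apart from a difference in this animal. Over 18 probes that told mice apart, chosen without mouse 1, the array correlated with the lung of mouse 1 at 0.4477 and with that of mouse 3 at 0.52, where the 16 other arrays tested correlated with their own lung at 0.62 or more. With 18 probes chosen without mice 1 and 3 the correlations were 0.60 and 0.14, and the highest with another lung was 0.51, so too few probes keep this open. For Bax of D1 mouse 6 no technical or biological explanation was tested, and chance gives about as many such groups.

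The response at D3 differed between lung and forestomach in 96 probes by the test of the difference itself. Among the genes named, the difference of lung minus forestomach was 4.07 for Gdf15, 3.01 for Cdkn1a, 2.16 for Phlda3, 2.08 for Mmrn2, 1.40 for Bax, -1.80 for Syt15 and -0.88 for Wdr45, with limma's adjusted p from 2.11e-10 for Cdkn1a to 0.0395 for Syt15, and 0.82 as the median of the p53 list. Low signal in forestomach is argued against: 211 of the probes called higher in lung were well above background on all forestomach arrays, with a median log2 fold change of 0.77 in lung and -0.028 in forestomach. A larger spread between mice in forestomach would leave the median of these probes in place if independent between probes, though spread shared by many probes could move it. The median over all probes called higher in lung was 0.0073 in forestomach. For the 47 probes called lower in lung it was -0.10 in forestomach against -0.71 in lung, with 32 lower in both, so a small shared decrease stays open. A varying share of glandular stomach is argued against as the whole cause, since with the glandular score as a covariate 109 probes were called, 94 of them among the 96. The result of 3 of 100 splits of the mice, the real one included, was as large. This share is under 0.05 but was not adjusted over the comparisons split this way. The other 2 splits gave 301 and 144 probes and had mean glandular scores that differed by 2.80 and 3.16 between their sides. Counts as large can thus arise from other groupings, and chance is not excluded. A difference between the tissues in the uptake or metabolism of DBahA, or in the time course of the response, was not tested and stays open. These data were taken at a single time, 72 h after the last dose.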

How the results depend on the processing

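Scan as a block, equal scaling between arrays, the second mouse 18 array averaged with mouse 19, and the glandular score as a covariate were chosen after the data were seen, as were all alternatives for the lists in the difference between the tissues. For the counts and lists, 410 of the 449 values under alternatives kept their direction and side of the threshold, or for counts stayed within 1.5 times, as did 267 of 285 values with 1 mouse left out. For the genes named the numbers were 833 of 914 and 589 of 650. Aquantile normalization leaves ratios as they are, so it shows nothing about stability. No alternative fixed beforehand was left out. Cyp1a2 in both tissues and Cyp1a1 in forestomach have no value under the filter on probes well above background, which removes them. Unless a reason is given, the cause was not tested.

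Median centring in place of loess lowered the lung counts against D0 and the count for the difference between the tissues most. It called 0 probes in lung at D1 (limma, 1197 at an unadjusted p under 0.05), 5 at D2 and 16 at D3, and 2 for the difference between the tissues. The 5 at D2, named after their values were seen, were both Cdkn1a probes, Gdf15, Slc5a12 (-0.70) and a probe without a symbol. This setting leaves the dependence of ratios on intensity in place. It moved the median of all probes by up to 0.04, but that of probes well above background on all arrays from 0.01 to 0.37, 0.45 and 0.41 in lung at D1, D2 and D3 and from 0.01 to 0.71 in forestomach at D3. Directions that changed with it were those of genes and lists with changes smaller than these shifts. In lung these were Nqo1 (0.29) and the AhR list (0.29). In forestomach they were Cyp1a2 (-0.14), Tiparp (0.64), Nqo1 (0.64), Cdkn1a (0.71) and Arntl (0.17), and the p53 list passed the threshold there (0.67, adjusted p = 0.0232, with a range of 0.0232 to 0.774 over its alternatives).

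Without a fold threshold 742 probes were called in lung at D3, as more probes can pass. The Feature Extraction log ratio gave 160 probes in lung at D1 and 225 at D2, and slide as a block 130 and 242. Between D3 and D1 in lung, slide as a block gave 10 probes and scan as a block 6. For the difference between the tissues slide as a block gave 181. In forestomach at D3 the filter on probes well above background gave 1 probe, the fit of D0 and D3 alone 3, and the mouse 18 arrays as separate replicates 1. Fewer probes were tested under the filter, and the spread of D1 and D2 was left out of the fit of D0 and D3 alone.

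The clock antiphase list in lung (-0.26) did not pass the threshold with an estimated correlation (adjusted p = 0.0809, range 2.42e-04 to 0.0809). In forestomach it was -0.50 under the filter (adjusted p = 0.00396, range 0.00396 to 0.841), where fewer genes were left, and -0.0047 with slide as a block. The B lymphocyte list in lung changed sign under normexp (-0.034), Cy5 alone (-0.12), the Feature Extraction log ratio (-0.041), the authors' table (-0.010), the filter (-0.11) and slide as a block (-0.0043). In forestomach it was 0.062 under the filter, and -0.058 and past the threshold with scan as a block (adjusted p = 0.0441, range 0.0441 to 0.756).

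For the difference between the tissues, the clock antiphase list (-0.41, adjusted p = 0.0562) passed the threshold with mouse as a fixed replicate block (-0.3912) or a random one (-0.4066), with the mean of all probes per gene (-0.409), the mouse 18 arrays as separate replicates (-0.3965), the first of them alone (-0.4103), the second averaged with mouse 19 (-0.4218) and the glandular score as a covariate (-0.4052), with an adjusted p from 0.0162 to 0.353 over its 21 alternatives. Without 1 mouse of a tissue it ran from -0.4623 to -0.2806 and passed in 7 of 19 fits. The AhR list changed sign with Cy5 alone (0.0044) and the filter (0.054), the clock evening list with the Feature Extraction log ratio (-0.093) and the B lymphocyte list with Cy5 alone (-0.1146), none of them past the threshold. The B lymphocyte list ran from -0.017 to 0.1312 without 1 mouse. The p53 list passed under all 21 alternatives and in all 19 fits, with medians of 0.52 to 1.02 and 0.75 to 0.89.

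Genes near 0 changed sign under further alternatives. In lung these were Tiparp under normexp (-0.0027), the Feature Extraction log ratio (-0.019), the authors' table (-0.031) and equal scaling (-0.0049), and Cyp1a2 under the Feature Extraction log ratio (0.13). In forestomach they were Cyp1a2 with Cy5 alone (-0.019) and the second mouse 18 array alone (-0.065), Nqo1 with slide as a block (0.018) and that array alone (0.040), and Bax under the authors' table (-0.036), slide as a block (-0.12), scan as a block (-0.080) and that array alone (-0.049).

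Leaving out 1 mouse gave 93 to 203 probes in lung at D2 (93 without D2 mouse 12), 0 to 1 between D3 and D1 in lung (1 without D3 mouse 18) and 60 to 114 for the difference between the tissues (60 without forestomach of D3 mouse 16). The B lymphocyte list ran from -0.077 to 0.051 in lung, with an adjusted p of 0.0386 without D0 mouse 5 (range 0.0386 to 0.897), and from -0.044 to 0.010 in forestomach. The clock antiphase list in forestomach ran from 0.0064 to 0.10, with an adjusted p of 0.0299 without D3 mouse 17 (range 0.0299 to 0.777). Tiparp in lung ran from -0.052 to 0.057 and Nqo1 from -0.15 to 0.0043. In forestomach Cyp1a2 ran from -0.019 to 0.086, Nqo1 from -0.31 to 0.14 and Bax from -0.059 to 0.15.

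The p53 and clock evening lists in lung and the clock evening list in forestomach kept their direction and passed the threshold under all alternatives run, with medians of 0.83 to 1.20, 0.47 to 0.99 and 0.35 to 1.26. The forestomach counts at D1, at D2 and between D3 and D1 were 0 under all alternatives run, with limma and with the Fs statistic, beside 2404, 1728 and 2980 probes at an unadjusted p under 0.05. Cyp1a2 in both tissues and Ahrr at D0 in lung were below background, which limits what their changes can show.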

Other observations

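Tests chosen only after the result was seen were those of mice 19 and 20 and of the parts of the stomach for the arrays of mouse 18, of the slide column for the lung probes, of the spread between mice for the change of these probes in forestomach, of glandular stomach and slide for the clock genes, and of other splits of the mice.

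The array labelled as the second of mouse 18 in forestomach differed from the first by an SD of 0.691 over probes (log2), more than in 8 of the 9 pairs of D3 arrays with different mouse numbers, which ran from 0.228 to 0.696. The lowest of these was its difference from the array of mouse 19. Over 21 probes that told mice apart alike in both tissues, chosen without mice 18, 19 and 20, the second array correlated with the lung of mouse 19 (r = 0.83) and not with that of mouse 18 (r = 0.030), while the first array correlated with the lung of mouse 18 (r = 0.78). These correlations are across probes, which are not independent replicates. With probes chosen the same way without the mouse tested, 16 of 17 other forestomach arrays were closest to their own lung. The exception was D0 mouse 1, which was closest to the lung of mouse 3 (r = 0.52, against 0.45 with its own). The second array may therefore hold RNA of mouse 19. The values argue against RNA of mouse 20, whose lung lay in the same column of the same slide (r = -0.39), against another piece of the stomach of mouse 18 and against a wrong number on the first array. With the second array averaged with mouse 19, 0 probes were called in forestomach at D3 (limma, 2024 at an unadjusted p under 0.05), and 88 for the difference between the tissues.

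The glandular score lay between -3.66 and -3.09 on 6 forestomach arrays and between 0.80 and 2.87 on 13. All 9 markers were well above background on each of the 13 arrays with high scores. Of the 9, 7 were well above background on at least 1 lung array, so they are not specific to stomach at low signal. A varying share of glandular stomach in the dissected tissue may explain this, and no biological explanation was tested. Squamous epithelium scores ran from -0.28 to 0.48 in forestomach, pancreas scores from -0.56 to 0.96 and fat scores from -1.05 to 2.65, and heart muscle scores in lung from -0.97 to 2.04. At D3 the median log2 fold changes of the marker lists in lung were 0.02 for glandular stomach, 0.51 for heart muscle, -0.01 for pancreas, -0.03 for fat and -0.06 for squamous epithelium, with unadjusted camera p from 0.221 to 0.972. In forestomach they were 0.05 for heart muscle, 0.03 for pancreas, -0.41 for fat and 0.11 for squamous epithelium, with unadjusted p from 0.165 to 0.949. In lung the mean was -0.05 for glandular stomach and 0.02 for pancreas, opposite in sign to the median. With the glandular score as a covariate limma called 0 probes in forestomach at D3 (2091 at an unadjusted p under 0.05, and 1984 without it). The covariate hardly changed the median residual SD, which was 0.1742 without it and 0.1726 with it. A count of 0 in both fits therefore cannot tell whether this varying share hid calls.

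The larger spread between mice in forestomach lowers the number of calls that an effect can give there. The median residual SD was 0.174 in forestomach and 0.153 in lung, and 65.0% of probes had a larger SD in forestomach. With noise added to lung up to the forestomach SD and D3 mouse 20 left out, a median of 103 probes was called (91 to 114 in 20 draws) where 298 were called without noise. The added noise was independent between probes, and these draws did not reach 0. The probes called higher in lung had a median log2 fold change of 0.0073 in forestomach against 0.80 in lung, which such noise would have left in place. These values argue against spread independent between probes as the whole cause of the count of 0 for the probes called higher in lung. Spread shared by many probes was not simulated and stays open. For the 47 probes called lower in lung the medians were -0.10 and -0.71. Whether the spread hid smaller changes, or changes in other probes, stays open. For the counts of 0 in forestomach, at D1, D2 and D3 against D0 and at D3 against D1, all 100 of 100 splits of the mice gave as many probes, as for the count of 0 between D3 and D1 in lung, so these counts exclude nothing. The largest other splits of forestomach at D3 gave 1585 and 924 probes and had mean glandular scores that differed by 2.80 and -3.16 between their sides.

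For lung, 1 of 100 splits, the real one, gave as many probes at D1, D2 and D3, though another split gave 126 at D2. Of the 100 draws with no effect, 1 gave as many at D1, 3 at D2 and 0 at D3. These values argue against chance, most clearly at D3. Heart muscle in the dissected lung is argued against as the cause, since 434 probes were called at D3 with the heart muscle score as a covariate, 353 of them among the 356. An effect of the slide column common to both rows of arrays is argued against as the whole cause by the medians of the probes called in lung in forestomach, whose arrays lay in the same columns: 0.0073 for those higher in lung, and -0.10 against -0.71 in lung for those lower. A position effect in the lung row alone cannot be told apart from dose, as only D0 mouse 1 lay in the column of another group. Its response score was 10.2% of the way from the other D0 mice to the D2 mean, 0.10 above their mean where they ran from -0.06 to 0.08 and the lowest D2 mouse was at 0.83.

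Clock genes changed with dose in both tissues, and the time of day of tissue collection may have differed between mice. After removal of the dose group means, the clock scores of lung and forestomach with the same mouse number correlated over 18 mice (Pearson r = 0.66, permutation p = 0.0103, adjusted over 2 scores 0.0207; Spearman rho = 0.74, permutation p = 0.00437, adjusted 0.00874). The correlation was 0.62 without the 2 mice farthest from the median and 0.74 with slide removed. The p53 score, the other score tested, gave r = -0.08 (permutation p = 0.780) and rho = -0.14 (permutation p = 0.601). Mice of the same dose group may thus have differed in clock phase, and whether dose groups were taken at different times cannot be seen from the labels. The glandular share and slide are argued against as the whole cause in forestomach, as the clock evening list was at 0.56 with the glandular score as a covariate and at 0.53 with slide as a block. The slide position stays open, since the forestomach clock score of D0 mouse 1, in the D2 column, was -0.052 against -0.39 to 0.38 in the other D0 mice and a D2 mean of 0.61, where the lowest D2 mouse was at 0.06. In lung the clock score of D0 mouse 1 lay with the other D0 mice, at -0.27 against -0.28 to 0.61. The lowest D2 mouse there was at 0.92 and the D2 mean was 1.34. Each check rests on 1 array, and the mouse number of the forestomach array is itself uncertain. An effect of DBahA on the clock stays open as well.

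In lung 78, 147 and 356 probes were called at D1, D2 and D3, of 58, 108 and 247 genes. The counts given by the study for these comparisons were higher. In forestomach limma called 0 probes at D2 and D3, beside 1728 and 1984 at an unadjusted p under 0.05, and the Fs statistic also called 0. The counts given by the study were higher at both doses. The software for its test was not used here, and the cause of these differences was not tested.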
